A study of Mus musculus with 10 samples. Its data were reported in "Gene expression dysregulation domains are not a specific feature of Down syndrome" (2019).

How the data were processed

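RNA sequencing was carried out by the authors on the whole hippocampus of 10 mice, 5 Dp1Tyb and 5 wild-type (WT), with 1 library per mouse. Stranded poly(A) libraries were read as paired ends. According to the methods of the study, the authors trimmed adapters with TrimGalore, mapped the reads to the mouse genome GRCm38 with TopHat, discarded reads that aligned to several places, and counted reads per Ensembl gene with htseq-count. The strand setting of the counting and the annotation release were not stated, so values of genes that overlap another gene on either strand are uncertain. Discarding reads with several alignments lowers the counts of genes that have near-identical copies.

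The deposited counts are whole numbers of reads per gene, not normalized, for 43629 genes, of which 14647 had no count in any sample. A second deposited table holds the normalized signal, which the authors obtained by dividing each count by a size factor per sample. The size factors in that table matched the median-of-ratios factors recomputed from the counts, with a largest ratio difference of 3.72e-11. The third deposited table holds the authors' own DESeq2 comparison of the genotypes, with the mean normalized signal, log2 fold changes and their standard errors, the Wald statistic (a score) and p-values with their adjusted values. The log2 fold changes that the authors deposited are shrunken toward 0 by a normal prior. Across genes, their correlation with a DESeq2 run of the same counts with such a prior was 0.9997; genes are not independent replicates. The adjusted p-value was listed as NA for 28752 genes in the authors' deposited table and was left as NA.

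Total counts per sample ranged from 18227684 to 43692270, a ratio of 2.4. The most abundant gene, mt-Co1, took between 1.43% and 1.79% of the counts. Samples were grouped by the genotype in their labels. The labels give no sequencing batch, library batch or date, so no comparison within batches could be made. No 2 libraries were the same within sampling noise: the smallest chi-square per degree of freedom among the 45 pairs was 4.975. Gene symbols, positions and biotypes were taken from the GENCODE annotation of GRCm38 (release M21), matched by Ensembl gene ID. Of the 43629 genes, 42548 matched, and the 1081 others held 0.103% of the counts and were kept in the gene tests without a position.

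Differential expression was tested with edgeR 4.0.16 in R 4.3.3, by its quasi-likelihood F-test on the deposited counts of all 10 samples, with TMM normalization, genes kept by filterByExpr, no covariates and Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 are called differentially expressed. The standard error of a log2 fold change is the one that gives the test's statistic. On simulated counts with 200 of 17237 genes changed 1.5-fold, edgeR recovered 65% of the changed genes with 5.8% false calls, DESeq2 recovered 71% with 12.9% false calls, and voom recovered 64% with 3.8% false calls. The duplicated region was taken as the genes from Lipi to Zbtb21 on chromosome 16. CPM values, counts scaled to a common library size, were computed with TMM factors, and a gene with at most 3 counts in every sample of a group was set to a floor of 3 counts there, so that its fold change is a lower bound. Intervals and floors of this kind cover counting error only.

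Clustering of fold changes along chromosomes was measured by flips and energy, the measures used in the study. Flips are sign changes of the log2 fold change between adjacent expressed genes. Energy is the sum, over the expressed genes of a chromosome, of the products of each gene's log2 fold change with those of its neighbours. Each of the 20 chromosomes (1 to 19 and X) was compared with 100000 random orders of its genes, or 10000 for the alternatives, and was called at over 2 SD below the mean for flips or above it for energy. The duplicated region was left out. Genes were taken as expressed when their log2 mean RPKM exceeded the mode of the distribution minus 3 SD of a normal curve fitted to its upper side, which gave a cutoff of 0.147 RPKM and 18661 genes, 18516 of them in these tests. Their log2 fold changes came from an edgeR fit of the expressed genes with the same design. RPKM was computed from the deposited counts and the exon length of each gene. In 20 simulated genomes with no clustering, 0.3 chromosomes per genome were called for flips and 0.4 for energy. With planted blocks of 5 genes all 20 chromosomes were called for both. The genes of a block shared a random shift with an SD of 0.5 of the SD of all fold changes. Weaker clustering was not simulated, so the power of the tests for it is not known. For comparisons without a genotype difference, 2 WT and 2 Dp1Tyb samples were compared with 2 other WT and 2 other Dp1Tyb samples, in all 18 combinations of replicates 1 to 4. The correlation of the fold changes of adjacent genes was compared with 2000 random gene orders.

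Per-sample measures were compared between the genotypes with exact two-sided permutation tests over all relabellings of the 10 samples, for which the smallest p is 0.00794. These measures were the median log2 level of the 114 tested duplicated genes, the median log2 level of genes at low (RPKM 0.1 to 10), medium (10 to 100) and high (over 100) expression, and the mean of 5 marker lists. Each level was log2(CPM + 0.5) relative to the mean of the gene over the samples. The choroid plexus list was Ttr, Folr1, Kl, Sostdc1, Cldn2, Aqp1, Otx2, Tmem72, Slc4a5, Prlr and Calml4. The thalamus list was Prkcd, Tcf7l2, Lef1, Ramp3, Tnnt1, Plekhg1 and Rgs16. The immediate early gene list was Fos, Fosb, Junb, Arc, Egr1, Egr2, Nr4a1, Npas4, Dusp1 and Ier2. The blood list was Hba-a1, Hba-a2, Hbb-bs, Hbb-bt and Alas2. The members of the oligodendrocyte list and its difference between the genotypes are not reported here; the list entered the adjustment over the 5 lists and its score served as a covariate in an alternative. P-values were adjusted by Benjamini-Hochberg over the 3 expression classes and over the 5 lists.

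The grouping of samples, the tests, their covariates, the marker lists, the alternatives and the rule for named genes were chosen before the data were examined, except where a choice is said to have been made later. Named genes are Hmgn1, Lipi, Zbtb21 and the nearest tested gene inside and outside each end of the duplicated region; the 5 called duplicated genes with the largest log2 fold change and any called lower; outside the region, the 5 highest and 5 lowest log2 fold changes among called genes with a mean CPM of at least 1 and no overlap between the samples of the genotypes; and the sex check genes Xist, Ddx3y, Kdm5d and Eif2s3y.

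The alternatives were DESeq2 1.42.0, limma-voom (limma 3.58.1), DESeq2 size factors in edgeR, TMM factors from genes outside the duplicated region, no filter, at least 10 counts in every sample, an adjusted p of 0.01, the replicate number as a block, and leaving out each sample in turn. For flips and energy they were a call at 3 SD, the genes kept by filterByExpr, protein-coding genes, DESeq2 fold changes, the deposited fold changes, removal of 1 gene of each overlapping pair, centring, residuals of a loess fit (span 0.3) on the GC content of the longest transcript and on exon length, limits at percentiles 1 and 99, and replicates 2 to 5 for the switched comparisons. For the per-sample measures they were DESeq2 size factors, a pseudocount of 0.1, classes by CPM and list medians. Alternatives added after the data were seen were marker list scores as covariates (for the choroid plexus both the log2 score and its linear form), removal of adjacent genes that share a symbol stem, and DESeq2 fold changes shrunken by a normal prior. Calculations outside R used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. Fibroblast data of the study and the positions of chromatin domains were not analysed here.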

Results

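Gene expression was measured by RNA sequencing in the whole hippocampus of adult mice that the labels give as 18 weeks old. Dp1Tyb mice model Down syndrome: they carry an extra copy of the segment of mouse chromosome 16 that is orthologous to human chromosome 21, so its genes are present in 3 copies. The data comprised 5 Dp1Tyb and 5 WT mice, each sequenced as a separate library. Total counts in the WT samples, replicates 1 to 5, were 31702621, 24051821, 18227684, 33092953 and 21461325. In the Dp1Tyb samples they were 43692270, 28757279, 25396186, 32942301 and 22130474. The Y-linked genes Ddx3y, Kdm5d and Eif2s3y were expressed in every sample and did not differ between the genotypes, with adjusted p-values of 0.397, 0.532 and 0.728 in edgeR. Xist, which is transcribed from an inactive X chromosome, had between 29 and 121 counts per sample and did not differ either (log2 fold change −0.26 ± 0.52 SE, adjusted p = 0.851, n = 5 per genotype), although this small difference turned positive, at 0.24, when WT replicate 2 was left out.

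The first question was whether the genes with an extra copy were expressed at a higher level. The duplicated region extends from Lipi to Zbtb21, at positions 75540514 to 97962622 of chromosome 16 in GRCm38, a length of 22.4 Mb. It held 250 genes of the count table, 143 of them protein coding, and 114 passed the filter on low counts. Relative to the mean of each gene over all samples, the median log2 level of these 114 genes was −0.26 ± 0.016 (SD, n = 5) in WT and 0.26 ± 0.034 (SD, n = 5) in Dp1Tyb. All 5 Dp1Tyb samples lay above all 5 WT samples, and the difference of 0.51 was larger than the spread between mice (exact two-sided permutation test, p = 0.00794, the smallest this design allows). Of the 114 genes, 103 were higher in Dp1Tyb and 11 were lower. The median fold change over all 114 genes was 1.446 ± 0.04 (SD over the Dp1Tyb samples, n = 5). A total of 68 of the 114 genes, or 59.6%, were differentially expressed, all of them higher in Dp1Tyb. Their mean fold change was 1.526 ± 0.026 (SD over the Dp1Tyb samples, n = 5), a value that is raised by the selection of genes past a threshold. Leaving out single samples moved the number of called duplicated genes to between 62 and 67.

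**Figure D1:**
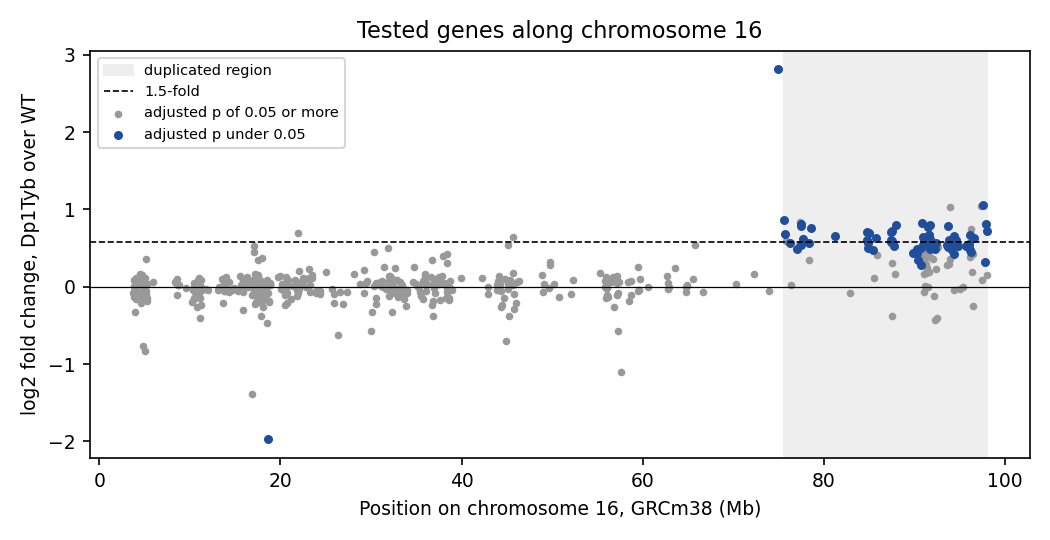
Log2 fold change (Dp1Tyb over WT, edgeR) of each tested gene against its start position on chromosome 16 (GRCm38, in Mb), with the duplicated region shaded, a dashed line at 1.5-fold and genes with an adjusted p under 0.05 in blue. Inside the region 68 of the 114 genes are blue and all of these lie above 0.

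Hmgn1 codes for a nucleosome-binding protein and lies inside the region (ENSMUSG00000040681, chromosome 16, positions 96120618 to 96127729, minus strand). Its mean expression was 40.6 ± 3.12 CPM in WT and 56.5 ± 1.10 CPM in Dp1Tyb (SD, n = 5), a log2 fold change of 0.48 ± 0.051 SE (edgeR, adjusted p = 0.000149). At the proximal end of the region Lipi (ENSMUSG00000032948, positions 75540514 to 75586061) had 0 to 14 counts per sample and was too low to be tested. The first tested gene inside was Rbm11 (ENSMUSG00000032940, positions 75592844 to 75602829), with a log2 fold change of 0.86 ± 0.075 SE (adjusted p = 2.12e-05). The nearest tested gene outside this end was Gm26937 (ENSMUSG00000098143, positions 74961240 to 74962247), a processed pseudogene. It had between 1 and 10 counts in the WT samples and between 37 and 95 in the Dp1Tyb samples, a log2 fold change of 2.81 ± 0.29 SE (adjusted p = 0.000115). Reads of a pseudogene can be shared with a near-identical copy, so its value is uncertain. At the distal end, the last tested gene inside was Zbtb21 (ENSMUSG00000046962, positions 97943357 to 97962622), which overlaps C2cd2 on the same strand and had a log2 fold change of 0.73 ± 0.042 SE (adjusted p = 7.47e-07). The nearest tested gene beyond it, B230307C23Rik (ENSMUSG00000080717, positions 97997315 to 98031801), did not differ (log2 fold change 0.16 ± 0.13 SE, adjusted p = 0.607).

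The 5 called duplicated genes with the largest log2 fold change included Rbm11 and 4 others. Mx2 (ENSMUSG00000023341, positions 97535308 to 97560900), annotated as a polymorphic pseudogene, rose from 0.888 ± 0.261 to 1.84 ± 0.121 CPM (SD, n = 5 per genotype; log2 fold change 1.06 ± 0.18 SE, adjusted p = 0.0117). Eva1c (ENSMUSG00000039903, positions 90826719 to 90905109) had a log2 fold change of 0.82 ± 0.16 SE (adjusted p = 0.0252), and this call was lost in 6 of the 10 fits that each left out one sample. The values for C2cd2 (ENSMUSG00000045975, positions 97855209 to 97962598) and 9430092D12Rik (ENSMUSG00000102205, positions 77413643 to 77414916) were 0.81 ± 0.066 SE (adjusted p = 1.25e-05) and 0.81 ± 0.12 SE (adjusted p = 0.00371). Both overlap another gene on the same strand, Zbtb21 and Mir99ahg respectively, and are uncertain for that reason. None of the duplicated genes was called lower in Dp1Tyb.

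The second question was how far expression changed in the rest of the genome. Of 17237 tested genes, 191 were differentially expressed between Dp1Tyb and WT hippocampus, and 2477 had an unadjusted p under 0.05. A total of 123 of the 191 genes lay outside the duplicated region, 82 of them higher and 41 lower in Dp1Tyb, which is 0.72% of the tested genes outside it. Their median absolute log2 fold change was 0.34, against 0.085 for all tested genes outside the region. In 117 of the 123, the values of the WT and Dp1Tyb samples did not overlap. Both values are raised by the selection of the 123 genes in these same samples and add no support for the calls. Of all tested genes outside the region, 3.29% had no overlap, and chance gives 0.79% on average over relabellings. Genes vary together, so a single labelling can depart from that average. The alternative that moved the number of genes most was DESeq2, with 506 differentially expressed genes, 76 inside and 430 outside the region, which included 190 of the 191. In the authors' deposited table, 525 genes had an adjusted p under 0.05, 76 inside and 449 outside the region, and these included 186 of the 191. Single samples mattered for the genes outside the region. Their number was 43 without Dp1Tyb replicate 2 and also without WT replicate 4, 48 without Dp1Tyb replicate 3, 65 without WT replicate 5, 73 without WT replicate 2 and 79 without Dp1Tyb replicate 4. The excess of higher over lower genes also depended on 1 sample, since without WT replicate 1 it was 44 higher and 43 lower. The total fell to 105, 105, 111 and 127 without Dp1Tyb replicate 2, WT replicate 4, Dp1Tyb replicate 3 and WT replicate 5. A set of 93 genes, 61 inside and 32 outside the region, was called in every one of the 10 fits that each left out one sample.

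Outside the duplicated region, 114 called genes had no overlap between the genotypes and a mean of at least 1 CPM, 79 higher and 35 lower. The 5 largest increases included Gm26937, described above. The largest was in the nonagouti gene a (ENSMUSG00000027596), which is annotated at positions 154791402 to 155051012 of chromosome 2, plus strand. The WT samples had 0, 2, 0, 0 and 0 counts of it and the Dp1Tyb samples 254, 176, 154, 130 and 103, so that expression was at least 32.9-fold higher in Dp1Tyb (edgeR, adjusted p = 2.36e-07). The annotated span of this gene overlaps Raly, Eif2s2 and Gm14226. Raly and Eif2s2, looked at after the values were seen, did not differ between the genotypes (log2 fold changes −0.05 ± 0.057 SE and 0.002 ± 0.051 SE, adjusted p = 0.701 and 0.991). Selenov (ENSMUSG00000046750, chromosome 7, positions 28284652 to 28291186) rose from 0.597 ± 0.194 to 2.56 ± 0.695 CPM (SD, n = 5 per genotype; log2 fold change 2.11 ± 0.25 SE, adjusted p = 0.000372). Rspo1 (ENSMUSG00000028871, chromosome 4, positions 124986430 to 125009099) rose from 0.525 ± 0.156 to 1.84 ± 0.376 CPM (log2 fold change 1.82 ± 0.23 SE, adjusted p = 0.000886) and overlaps Gm12930 on the other strand. The increase in the long non-coding RNA Gm9946 (ENSMUSG00000054488, chromosome 6, positions 117559697 to 117572329) was 1.02 ± 0.18 SE (adjusted p = 0.0155), and its call was lost without WT replicate 4.

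The largest decrease was in Rec8 (ENSMUSG00000002324, chromosome 14, positions 55618037 to 55625395), from 4.30 ± 1.03 CPM in WT to 1.53 ± 0.401 CPM in Dp1Tyb (SD, n = 5 per genotype; log2 fold change −1.50 ± 0.20 SE, adjusted p = 0.00152). The call held in each fit that left out one sample. Weaker decreases were found for Gm17322 (ENSMUSG00000097604, chromosome 9, positions 57998041 to 58007451; −0.91 ± 0.17 SE, adjusted p = 0.0157), for the gene ID ENSMUSG00000030771 (−0.83 ± 0.16 SE, adjusted p = 0.0205), which the annotation used here does not place, for Tmem88 (ENSMUSG00000045377, chromosome 11, positions 69396519 to 69398234; −0.77 ± 0.16 SE, adjusted p = 0.0377) and for Clcn1 (ENSMUSG00000029862, chromosome 6, positions 42286685 to 42315756; −0.68 ± 0.13 SE, adjusted p = 0.0217). These calls were lost in 2, 4, 9 and 6 of the 10 fits that each left out one sample. Gm17322 overlaps Cyp11a1 on the same strand, and Tmem88 and Clcn1 each overlap a gene on the other strand, Naa38 and Fam131b.

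The third question was whether genes that change in the same direction lie next to each other, as in the gene expression dysregulation domains (GEDDs) described for Down syndrome cells. Over 18516 expressed genes outside the duplicated region, the number of flips was reduced by more than 2 SD on 5 of the 20 chromosomes (5, 6, 7, 9 and 17). Energy was increased by more than 2 SD on 4 of the 20 (3, 7, 14 and 17). In simulated genomes with no clustering, 0.3 and 0.4 chromosomes were called. Chromosome 17 departed most for both measures, with 368 flips against 430.0 ± 14.6 (mean and SD of random gene orders, a departure of −4.24 SD) and an energy of 20.5 against 1.54 ± 4.71. On chromosome 16 outside the duplicated region, flips were not reduced (1.21 SD above the mean of random orders) and energy was not increased (0.181 SD above it). The energy count was moved most by the fold changes in the authors' deposited table, with which it was 17 of 20, and flips were then reduced on 8. The flip count was moved most by leaving out Dp1Tyb replicate 1, which gave 13. Leaving out WT replicate 2, WT replicate 3, Dp1Tyb replicate 2 or Dp1Tyb replicate 5 gave 10, and leaving out WT replicate 1, 4 or 5 gave 8.

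**Figure D2:**
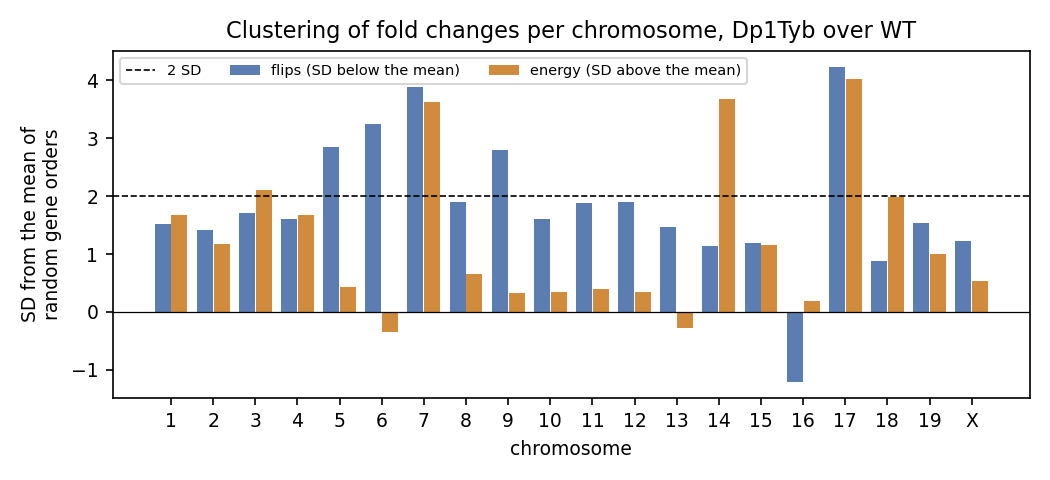
Departure of flips (blue bars, in SD below the mean of random gene orders) and energy (orange bars, in SD above it) for each chromosome in the comparison of Dp1Tyb with WT hippocampus, with a dashed line at 2 SD. Blue bars pass the line on 5 of the 20 chromosomes and orange bars on 4, with both past it on chromosomes 7 and 17.

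To separate clustering from genotype, 2 WT and 2 Dp1Tyb samples were compared with 2 other WT and 2 other Dp1Tyb samples in the 18 possible combinations of replicates 1 to 4. None of the 18 gave a differentially expressed gene, with a median of 547 genes at an unadjusted p under 0.05, whereas the genotype comparison of the same 8 samples gave 120, 61 of them in the duplicated region. The median number of chromosomes with reduced flips over the 18 comparisons was 4 (range 0 to 10), against 8 for the genotype comparison of the same 8 samples; 1 of the 18 reached that number. The median number of chromosomes with increased energy was 3 (range 1 to 6), against 4 for genotype, a number reached in 7 of the 18. With the trend on GC content and length removed, the genotype comparison of these 8 samples had 1 chromosome with reduced flips against a median of 2 (range 0 to 4), and 15 of the 18 reached it, whereas in all 10 samples the count stayed 5. With the genes kept by filterByExpr, energy was increased on 10 chromosomes for genotype against a median of 5 (range 1 to 9), and 0 of the 18 reached it. The combinations share samples and are not independent, so no p-value was computed. In 15 comparisons of 2 WT samples with 2 other WT samples, the medians were 3 for flips (range 0 to 8) and 3 for energy (range 1 to 6). The alternatives that moved the medians most among those chosen in advance were a call at 3 SD, with 0 for flips and 1 for energy, and filterByExpr for energy.

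**Figure D3:**
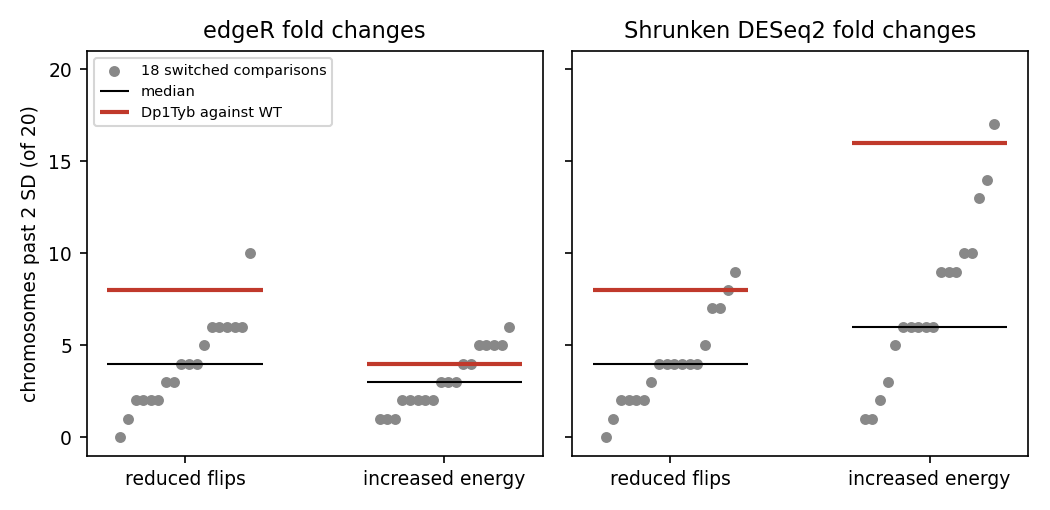
Number of the 20 chromosomes past 2 SD for reduced flips and increased energy in the 18 comparisons without a genotype difference (grey points, black line at their median) and in the comparison of Dp1Tyb with WT in the same 8 samples (red line), with edgeR fold changes on the left and DESeq2 fold changes shrunken by a normal prior on the right. With edgeR the energy medians are 3 for the 18 comparisons against 4 for genotype, and with shrunken fold changes they are 6 against 16.

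A further question was whether genes at low or high expression moved in one direction in Dp1Tyb. Among the 14968 genes at low expression, the median log2 level differed by −0.0082 between Dp1Tyb and WT (exact two-sided permutation test, p = 0.151, adjusted over the 3 classes 0.151), or by −0.0054 without WT replicate 3. The 4358 genes at medium expression differed by 0.015 (exact permutation p = 0.0397, adjusted p = 0.119), with 4 of the 5 Dp1Tyb samples above all WT samples. The 286 genes at high expression differed by 0.036 (exact permutation p = 0.111, adjusted p = 0.151). After adjustment no class differed by more than the spread between mice. This rested on Dp1Tyb replicate 4: without it the medium and high classes differed by 0.020 and 0.054 (exact permutation, adjusted p = 0.0119 for both; over their alternatives the adjusted p ranged from 0.0119 to 0.492 for the medium class and from 0.0119 to 0.27 for the high class). With classes set by CPM, the medium class reversed to −0.0025 and the high class passed the threshold at 0.033 (exact permutation, adjusted p = 0.0238).

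Marker lists were used to ask whether the dissected tissue differed between the genotypes. The choroid plexus list was lower in Dp1Tyb by 1.53 on the log2 scale on average, but the samples spread widely, with 0.77 ± 1.37 in WT and −0.77 ± 2.19 in Dp1Tyb (SD, n = 5), and the difference of −1.53 was within this spread (exact two-sided permutation test, p = 0.214, adjusted over the 5 lists 0.536). The blood list differed by −0.39 (exact permutation p = 0.183, adjusted p = 0.536), the immediate early genes by −0.14 (exact permutation p = 0.508, adjusted p = 0.595) and the thalamus list by −0.034 (exact permutation p = 0.595, adjusted p = 0.595). Single samples moved these differences. That of the choroid plexus list was −0.93 without Dp1Tyb replicate 1, −0.97 without Dp1Tyb replicate 4 and −2.10 without WT replicate 2. The immediate early genes ranged from −0.041 without WT replicate 2 to −0.25 without Dp1Tyb replicate 1, and the blood list was −0.26 without WT replicate 2 and also without Dp1Tyb replicate 4. The thalamus difference was −0.067 without Dp1Tyb replicate 3, −0.020 without WT replicate 3 and 0.0083, with its sign changed, without Dp1Tyb replicate 4. None of these lists differed between the genotypes in any fit that left out one sample. None of the 39 genes in the lists was differentially expressed over all tested genes, and 5 had an unadjusted p under 0.05.

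**Figure D4:**
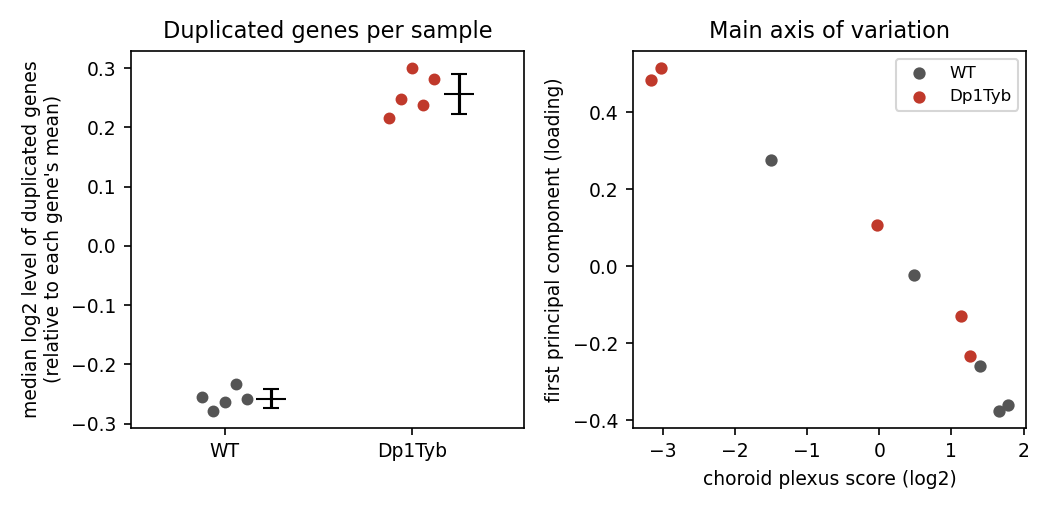
Left, the median log2 level of the 114 tested duplicated genes in each sample relative to the mean of each gene, with the group mean and SD (n = 5) beside the points. Right, the loading of each sample on the first principal component of expression outside the duplicated region against its choroid plexus score (mean log2 level of 11 genes), where samples of both genotypes lie along one line.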

Values the study reported

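The study reported 515 differentially expressed genes in Dp1Tyb hippocampus, of which 76 lay in the duplicated region, all upregulated, and 439 lay elsewhere. It gave a mean fold change of 1.41 for the duplicated genes. In its tests for GEDDs in hippocampus, 8 chromosomes had reduced flips and 17 had increased energy.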

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

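The test of choroid plexus content given here was chosen only after the result was seen. In 72 groups of 5 samples, the sample farthest from the others was compared with the range of its group, and 4 stood apart, where chance alone gives 3.6. These single values therefore form no pattern, and each rests on 1 library.

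Among the Dp1Tyb samples, replicate 4 had the lowest level of the genes at high expression. It lay at −0.052 on the log2 scale, against 0.025 to 0.050 in the other Dp1Tyb samples, a gap of 0.756 of the range of the group. This sample decided the comparison of the medium and high expression classes, which passed the threshold at 0.020 and 0.054 without it (exact permutation, adjusted p = 0.0119 for both, within ranges over the alternatives of 0.0119 to 0.492 and 0.0119 to 0.27). Its total of 32942301 counts was not the lowest of its group, and mt-Co1 took 1.43% of its counts against 1.65% to 1.79% in the other Dp1Tyb samples, so no single gene took more counts there. A low content of choroid plexus was considered as an explanation, since this sample had a low score of that list. The Dp1Tyb sample with the lowest score, replicate 1, had a level of 0.0347 and lay with the others. Among the WT samples, replicate 2 had the lowest score (−1.50) and the highest level (0.0025). WT replicate 3 had the highest score (1.79) and the lowest level (−0.040). In these samples a low score did not go with a low level, which speaks against this explanation, though each value rests on 1 library. With Dp1Tyb replicate 4 as the only low library of its group, the content and other differences of this mouse cannot be told apart. No biological explanation was tested, since the labels give the mice of this genotype no property in which they differ other than the replicate number.

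Hmgn1 was lowest in Dp1Tyb replicate 1, at 5.78 log2 CPM against 5.84 to 5.85 in the other 4 Dp1Tyb samples, a gap of 0.827 of the range. The other 4 were unusually close together. This library was the deepest, with 43692270 counts, so low depth is not its reason, and the log2 fold change of Hmgn1 stayed between 0.45 and 0.52 when each sample was left out. Gm17322 was highest in WT replicate 4, at 2.42 log2 CPM against 2.29 to 2.32 in the other WT samples, a gap of 0.753 of the range, and its call was lost without that sample. Gm17322 overlaps Cyp11a1 on the same strand. No explanation was tested for these single values.

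In the WT samples the gene a was detected only in replicate 2, with 2 counts against 0 in the other 4 samples, a gap of 1 in units of the range. Both values lie under the floor of 3 counts, so the difference between them carries no information about expression.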

How the results depend on the processing

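No test of an explanation is given in this part; the alternatives chosen only after the result was seen were the marker list scores as covariates, the removal of adjacent genes sharing a symbol stem and the shrunken DESeq2 fold changes. The number of differentially expressed genes inside the duplicated region, the mean fold change of these genes and the median fold change of all tested duplicated genes stayed within their margins under every alternative with unshrunken fold changes, the fold changes at 1.51 to 1.548 and 1.432 to 1.47. Shrinkage lowered the mean. It was 1.421 for the same genes with the shrunken DESeq2 fold changes. The deposited fold changes averaged 1.402 over the 76 duplicated genes called in that table.

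The total of 191 differentially expressed genes and the 123 outside the region rose to 506 and 430 with DESeq2 and fell to 84 and 26 at an adjusted p of 0.01, which is a stricter threshold on the same fit. In the simulation DESeq2 made more false calls, 12.9% against 5.8%, but the cause of its larger number on the real counts was not tested. Across the 10 fits that each left out one sample, the total ranged from 105 to 218 and the number outside from 43 to 151. The fits without Dp1Tyb replicate 2 and without WT replicate 4 had the lowest numbers, and the loss of samples is a part of the cause. Voom, DESeq2 size factors in edgeR, TMM factors from genes outside the region and both other filters gave totals of 184 to 212. With the choroid plexus score as covariates, 157 genes were called and 87 of them lay outside the region, 50 higher and 37 lower.

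Whether the replicate numbers of the labels pair the samples stays undecided: the deviations of same-numbered WT and Dp1Tyb samples from their group means correlated across genes at 0.337, −0.019, 0.355, −0.07 and 0.464 for replicates 1 to 5. With the replicate block the total was 315 and the number outside 245, with 134 higher and 111 lower, or 54.7% higher against 66.7% as reported, and 7 chromosomes had reduced flips and 5 increased energy.

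The count of chromosomes with reduced flips, 5 as reported, was 3 at 3 SD, 8 with the genes kept by filterByExpr, 10 with protein-coding genes, 8 with DESeq2 fold changes, with the deposited fold changes and with shrunken fold changes, and 9 with overlapping genes removed, with centred fold changes and with the choroid plexus score as covariates. It was 10 with the immediate early gene and oligodendrocyte scores as covariates and from 6 to 13 across the fits that each left out one sample. The cause was not tested, and the reported count was the lowest but that at 3 SD, tied with the GC content and length residual. Limiting fold changes to percentiles 1 and 99 also gave 5, but it changes no sign, so its flip count was fixed by construction.

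The count of chromosomes with increased energy, 4 as reported, was 12 with the genes kept by filterByExpr, 9 with protein-coding genes, 7 with overlapping genes removed, 7 with fold changes limited to percentiles 1 and 99, and 17 both with the deposited and with the shrunken fold changes. The filter on counts, the limits and the shrinkage remove or damp genes with few counts or extreme fold changes by construction. Leaving out each sample gave 3 to 6. Without a genotype difference, the median for flips was 2 with overlapping genes removed, 2 with the GC content and length residual and 0 at 3 SD. The median for energy was 5 with filterByExpr genes, 6 with shrunken fold changes and 1 at 3 SD. With replicates 2 to 5 the medians were 3 for flips and 2 for energy. The genotype comparison of those samples gave 10 and 4, reached in 1 and 3 of the 18.

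Some expression class differences were not stable. With classes by CPM the medium class reversed to −0.0025, and the high class became significant at 0.033. Across the fits that each left out one sample the medium class ranged from 0.013 to 0.020 and the high class from 0.028 to 0.054, both significant only without Dp1Tyb replicate 4. The cause was not tested. The thalamus list ranged from −0.067 to 0.0083 and Xist from −0.90 to 0.24 across these fits, and neither differed between the genotypes in any of them.

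Among the named genes, 28 values in 6 genes were weaker when one sample was left out and 1 reversed, that of Xist. Of the other alternatives, DESeq2, DESeq2 size factors in edgeR and the replicate block were applied to these genes and changed none of 66 values. At an adjusted p of 0.01 in the reported fit, the calls of Mx2, Eva1c, Gm9946, Gm17322, ENSMUSG00000030771, Tmem88 and Clcn1 are lost. Where depth limits a result, it is for Lipi, which was too low to be tested, and for a in WT, where at most 2 counts were seen.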

Other observations

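The tests of a mislabelled sample and of Hprt, the correlation of adjacent genes and the comparison with shrunken fold changes were chosen only after the result was seen. The relation to the choroid plexus score within the arms of a split and the share of genes with few counts in the squared fold changes were also chosen after related results were seen. The other tests with that score were chosen after its spread was seen and before their own results.

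In 100 splits of the 10 samples into 5 and 5, drawn at random with the real one included, 2 gave as many differentially expressed genes as the genotype split, and 2 gave as many outside the duplicated region. Arms of 5 cannot balance 5 WT and 5 Dp1Tyb samples, so each split keeps a part of the genotype difference. In 93 of the 100 no gene was called, with a median of 686 genes at an unadjusted p under 0.05, and the third largest count was 10. The split that gave more genes than genotype set WT replicates 1 and 2 and Dp1Tyb replicates 1, 2 and 4 against the other samples. It gave 554 genes, 533 of them higher in the other samples, and 0 of the 554 were among the 191 genes called for genotype. These 5 samples had the 5 lowest choroid plexus scores. Choroid plexus is a secretory tissue of the ventricles that lies against the hippocampus, and a varying amount of it in the dissected tissue may be the cause of this split. Ttr, its most abundant marker here, ranged from 12.9 to 4885 CPM, a ratio of 379. Of the 11 genes in the list, 6 had at least 1 CPM in every sample. Because the score nearly follows the arms of the split, it was tested within the arms, on 521 of the genes higher in the other samples (tested genes outside the duplicated region, list genes left out). Their mean log2 level rose with the score within the arms (Pearson r = 0.914 over the 10 samples, exact permutation within arms, p = 0.000139, 2 of 14400 orders; Spearman rho = 0.95, exact permutation p = 0.00125), and r was 0.931 without the 2 samples farthest from the median score. The first principal component of expression over 13696 genes outside the duplicated region with a mean over 2 CPM, most list genes among them, carried 48.6% of the variance and followed the choroid plexus score over the 10 samples (Pearson r = −0.983, permutation p = 1e-05, the smallest that 100000 permutations can give; Spearman rho = −0.976, permutation p = 5e-05). Without the 2 samples farthest from the median score, r was −0.971. These were the 2 relations of their kind computed.

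Tissue of this kind did not account for all of the genes called outside the duplicated region, but a part stays open. The smallest adjusted p of the 5 lists between the genotypes was 0.536 (exact permutation tests). Of the 39 list genes 0 were called, with 5 at an unadjusted p under 0.05. The choroid plexus score spread widely within the genotypes (SD 1.37 in WT and 2.19 in Dp1Tyb, n = 5). These tests therefore cannot exclude a difference in content. With the choroid plexus score as covariates 87 genes outside the region were called, which included 60 of the 123. That fit also has fewer degrees of freedom, so the genes lost may have been lost for that reason or for their relation to the score, and the 87 against 123 does not tell these apart. An effect of genotype on these genes remains a hypothesis.

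The clustering counts were less specific to genotype than the gene counts. Of the 100 splits, 47 gave as many chromosomes with reduced flips as genotype and 33 as many with increased energy. Each of these splits keeps a part of the genotype difference, so they are not a reference free of genotype. The fold changes of adjacent genes were nonetheless correlated, at 0.0387 for genotype, 5.31 SD above random gene orders (one-sided permutation p = 0.0005, the smallest that 2000 orders can give). Over the 18 comparisons without a genotype difference the median was 0.0194, 6.32 SD above random orders. The SD over random orders was 0.0075 for the single genotype comparison and 0.0032 for the median of 18. Departures of that median, in SD, are therefore not on one scale with those of genotype. The correlation fell to 0.0103 at the second gene and 0.0027 at the third. The genotype correlation was reached in 14 of the 100 splits. In the 8 samples of the 18 comparisons it was 0.0339, reached in 2 of the 18. It was reached in 1 with the genes kept by filterByExpr (0.0677) and in 0 with overlapping genes removed (0.0557). With the GC content and length residual it was reached in 4 (0.0274). In replicates 2 to 5 it was lower, at 0.0252, and reached in 5 of the 18. On this measure genotype therefore lay above most comparisons without it. Several technical explanations were tested. With the trend on GC content and length removed, 4 chromosomes still had increased energy and the correlation lay 4.22 SD above random orders. In the 8 samples of the 18 comparisons, however, genotype flips fell from 8 to 1, a number that 15 of the 18 reached. The median flip count of the 18 fell from 4 to 2. Genotype energy there stayed at 4, but at 3 SD it fell from 2 to 0. In all 10 samples flips stayed at 5. This trend therefore stays open as a cause of the flip counts. With 1 gene of each overlapping pair removed, energy was increased on 7 chromosomes and the correlation lay 6.94 SD above random orders. With 1 gene removed of each adjacent pair sharing a symbol stem, as neighbouring paralogs often do, the values were 5 and 5.41 SD. With the choroid plexus score as covariates they were 3 and 4.17 SD, and the median energy count of the 18 comparisons was 2, against 3.5 with the immediate early gene and oligodendrocyte scores. Both counts met the limit of 3 set in advance for choroid plexus content as the cause, but they had been 4 and 3 without covariates, so the limit decides little. The median correlation of the 18 comparisons stayed 4.3 SD above random orders. The correlations of 4.17 and 4.3 SD argue against this content as the whole cause of the correlation of adjacent genes, but not as a part of it. For the counts of chromosomes the values go both ways. In all 10 samples flips rose to 9 for genotype with the choroid plexus score and to 10 with the immediate early gene and oligodendrocyte scores. In the 8 samples of the 18 comparisons flips fell from 8 to 5 for genotype with the choroid plexus score, energy fell from 4 to 1, a number that 16 of the 18 reached, and the correlation fell from 0.0339 to 0.0168, reached in 7 of the 18. With the immediate early gene and oligodendrocyte scores these were 6, 7 and 0.0437. How far choroid plexus content contributes to the counts therefore stays open. What also stays open is that neighbouring genes vary together between mice for reasons of their own regulation, which is a hypothesis, and differences in library preparation, which the labels do not give.

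The energy count depended on how fold changes were estimated. With edgeR fold changes it was 4 for genotype, with DESeq2 fold changes without a prior it was 4, and with DESeq2 fold changes shrunken by a normal prior it was 17, the same number as with the authors' deposited fold changes. Shrinkage also parted genotype from most comparisons without it: in the same 8 samples 16 chromosomes had increased energy for genotype against a median of 6 (range 1 to 17) over the 18 comparisons, and 1 of the 18 reached 16. With edgeR fold changes of the genes kept by filterByExpr it was 10 against a median of 5 (range 1 to 9), and 0 of the 18 reached 10. The 1963 genes under that filter, 10.6% of the 18516, carried 64.8% of the squared log2 fold changes with edgeR and 2.0% with shrunken values, and shrinkage of these may be a candidate explanation for the change from 4 to 17. Limiting fold changes to percentiles 1 and 99 raised the count to 7 and keeping genes by filterByExpr to 12, which is in line with it for part of the change.

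The gene a stood out because each Dp1Tyb sample had over 100 counts of it and no WT sample more than 2. A mislabelled sample was tested on the median level of the duplicated genes instead, and 0 of the 10 samples lay nearer to the mean of the other genotype, which argues against it. The full separation of the genotypes on this level, described above, already fixed that outcome. Coat colour genes can be carried by the vectors used to engineer mouse chromosomes, together with parts of an Hprt gene, and a leftover vector could give such expression. Hprt was higher in Dp1Tyb by 0.17 ± 0.041 SE on the log2 scale, with an adjusted p of 0.0757, which leaves this open. The other candidate is sequence around the gene from the strain in which the chromosome was engineered. Within 10 Mb of it, 4 of 235 tested genes were called (Ywhab, Napb, Pkig and Slc24a3, named after their values were seen), or 1.7%, against 0.7% of other genes outside the duplicated region (Fisher's exact test, two-sided p = 0.0874). The 4 genes are too few for this test to decide. By the methods of the study, the mice were littermates from a line backcrossed for at least 10 generations. A segment of chromosome 2 is inherited apart from the duplication on chromosome 16. It would have had to follow the duplication in all 10 mice, since the counts of a part the genotypes fully. This argues against strain sequence around the gene, though descent itself was not tested. A vector left at the duplication would be inherited with it, but its presence was not shown and stays open.

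Strain sequence beside the duplication was tested in the same way for the genes called outside it. Within 10 Mb of the region on chromosome 16, 1 of 8 tested genes was called, Gm26937, against 121 of 16707 on other chromosomes (Fisher's exact test, two-sided p = 0.0569). With 8 genes the test cannot decide. A duplication that begins further out than the annotated end would by itself give about 1.5-fold, whereas the log2 fold change of Gm26937 was 2.81 ± 0.29 SE and at least 2.622 in each fit that left out one sample, which argues against it as the whole cause. Strain sequence stays open, as do reads shared with another copy of this pseudogene, which was not tested. Genes this close to the region can account for at most 1 of the 123 calls.

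The number of differentially expressed genes here was 191. That is lower than the value quoted from the study above. The number outside the duplicated region was 123. That is lower than the value quoted from the study as well. With DESeq2, which the study used, the numbers were 506 in all and 430 outside the region. Both are slightly lower than the quoted values and lie close to them. The authors' deposited table had 525 called genes, 449 of them outside the region, which is more than the quoted values. The source of that difference could not be traced. Chromosomes with reduced flips numbered 5 here. That too is lower than the quoted value. Chromosomes with increased energy numbered 4. Again, that is lower than the quoted value. With DESeq2 fold changes shrunken by a normal prior, flips were reduced on 8 chromosomes and energy was increased on 17. Both of those are the same as the quoted values. The mean fold change of the called duplicated genes was 1.526 here. That is higher than the quoted value. For the same genes the shrunken fold changes averaged 1.421, and the deposited fold changes averaged 1.402 over the 76 duplicated genes called in that table. Both lie close to the quoted value.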
